A study of Mus musculus with 10 samples. Its data were reported in "Mettl3-mediated mRNA m6A modification controls postnatal liver development by modulating the transcription factor Hnf4a" (2022).

How the data were processed

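m6A-RIP sequencing was carried out on liver RNA of wild-type C57BL/6J mice at 5 ages, with 1 input and 1 IP sample listed per age. According to the methods of the study, RNA of 2 animals per age was fragmented and enriched with an antibody against m6A. Reads were aligned to the mouse genome mm10 with HISAT2, peaks of IP over input were called with exomePeak, the longest isoform was kept for each gene, and HOMER was named for motif search. A figure legend of the study states that its read density tracks held 2 replicates per time point. How these were combined for the single peak list per age is not given in the sources used here. Groups were taken from the sample titles.

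The deposited tables gave, for each peak, its span and exon blocks, the gene, a class, a p-value, the log10 of p and of the false discovery rate (FDR), and a fold enrichment. The fold is the ratio of IP to input as the authors deposited it, and the p-value is the one the authors deposited. A log10 that the spreadsheet could not show was taken as minus infinity and set to 400 on the -log10 scale. No read counts or library totals were given. Low folds between 5 and 10 were whole multiples, within 0.01, of a constant step for 66.7% of the peaks at day 1 and 58.9% at 8 weeks, where chance would give 2.85% and 1.42%. The depth of the libraries is unknown.

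The tables for 2 and 4 weeks, of 8765 rows each, were the same in every column but the gene name, where 12 names that a spreadsheet had turned into dates were written differently. They were counted as 1 list. Rules that name 4 weeks were applied with this list in that place, a gene with a peak at all ages had one in all 4 distinct lists, and the rule for a peak at 2 weeks only was applied as a peak in this list only. These changes to the planned design were made after the repeat was seen. The list's number of gene names equals the study's for 2 weeks, so rules that name 4 weeks probably rest on 2-week peaks. Gene names that had become dates, 9 peaks at day 1, 12 at 1 week, 12 in the 2/4-week list and 5 at 8 weeks, were restored through the Ensembl identifier in GENCODE M21, and all of them matched.

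Coordinates are those of the files in mm10, the same assembly as GRCm38, and are printed counted from 1. Spans were counted from 0 in the files, since 99.5% of 666 junctions between blocks at day 1 fell on annotated exon edges when read so and 0% when read as counted from 1. Peak middles were placed on the longest protein-coding transcript of the gene in GENCODE M21, which took 98.1% of the day 1 peaks of such genes. For the motif, each peak that lay wholly on that transcript was set against 1 random window of the same width on it that overlapped no peak of any list. Overlap between lists asked for at least 1 base on the same strand. Overlap used the whole span of a peak, introns included. Distinct gene identifiers were counted as genes. All deposited peaks were used, and expression was left out because the lists hold no expression values. Shares have Wilson intervals, the difference between shares has a Newcombe interval, and a difference between gene lists has a bootstrap interval over genes.

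For 27 gene lists, members without a peak in any list were left out, and the share of the others with a peak was set beside 10000 random lists of the same size, drawn from all genes with a peak in any list and matched on 10 groups of the strongest -log10 p. A list stood outside when its day 1 minus 8-week difference was above percentile 97.5 or below 2.5. This describes these libraries and is no test between ages. Lists defined by a symbol's beginning took every symbol that went on with a digit or with a letter and a digit, so the ribosomal list held some kinases and pseudogenes. Genes were named by rule: all members of the lists of liver transcription factors, of the genes the study tested by qPCR and of the m6A machinery, then the 10 early, 10 late, 10 list-specific and 10 constant protein-coding genes with the highest folds, and up to 4 members of each other list. The highest folds were taken across lists that share no scale, so the order of the genes picked has no meaning. The lists, rules and first alternatives were fixed before the data were examined, except that a small part of the day 1 peaks had been seen as rows and as counts per class.

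The alternatives were a log10 FDR of at most -3, a fold of at least 5, lists cut to 4808 peaks, protein-coding genes only, a 50% reciprocal overlap, overlap of exon blocks, other rules for early and late genes and unmatched random lists. An FDR of at most 0.05, results without the 8-week or 2/4-week list and a ribosomal list without other genes were added after seeing the data. For the gene lists, leaving out 8 weeks only meant that day 1 was set against the 2/4-week list. The random lists were still drawn from, and matched on, the peaks of every list, 8 weeks included. The random lists were tested on simulated data of 8000 genes: lists of 20 genes made with shares of 90% at day 1 and 10% at 8 weeks were found in 97.5% of the runs. That difference was larger than any seen in the data. Smaller lists were not simulated, and calls at the simulated ages were independent of each other given strength, so the power for these data is not known. Overlaps, motif windows and the even spread around the stop codon were also tested on simulated data. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.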

Results

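N6-methyladenosine (m6A), a methyl mark on adenosines of mRNA, was profiled in livers of wild-type C57BL/6J mice at 5 ages from day 1 to 8 weeks, with 1, 2 and 4 weeks in between. Fragmented RNA was pulled down with an antibody against m6A (IP) and compared with RNA taken before the pull-down (input). The labels list 10 samples, 1 IP and 1 input per age, and 1 list of peaks of IP over input was available per age. The tables for 2 and 4 weeks held the same 8765 peaks, so they were counted once and are called the 2/4-week list. The number of gene names in this list equals the study's for 2 weeks, which argues that it describes 2 weeks, but this is not established. No comparison of 2 with 4 weeks was made. With 1 list per age there was no spread between replicates, so differences between lists are given without a test and have no replicate check. Intervals are 95% Wilson intervals and cover counting error only. A gene without a peak in a list was not called there, which is not evidence that its mRNA carried no m6A. Read totals are not given in the lists, and expression of the genes was not analysed here.

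The number of peaks was highest at day 1 and lowest at 8 weeks. The day 1 list held 10161 peaks in 6336 genes, and the 1-week list held 9070 peaks in 5527 genes. The 2/4-week list held 8765 peaks in 5521 genes, and the 8-week list held 4808 peaks in 3448 genes. Ahnak, which encodes a very large scaffold protein and was chosen after its values were seen, had the most peaks in every list, with 16 at day 1 and 11 at 8 weeks. The share of genes with a single peak was 64.3% at day 1 and 74.4% at 8 weeks. Peaks with an FDR above 0.05 made up 1.34% of the day 1 list and 14.1% of the 8-week list. The peak counts are those of the deposited lists, which hold fewer peaks than the study reported at every age, for a reason that is not known. Cut to the length of the shortest list, the lists held 3621 genes at day 1 and 3448 at 8 weeks.

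**Figure D1:**
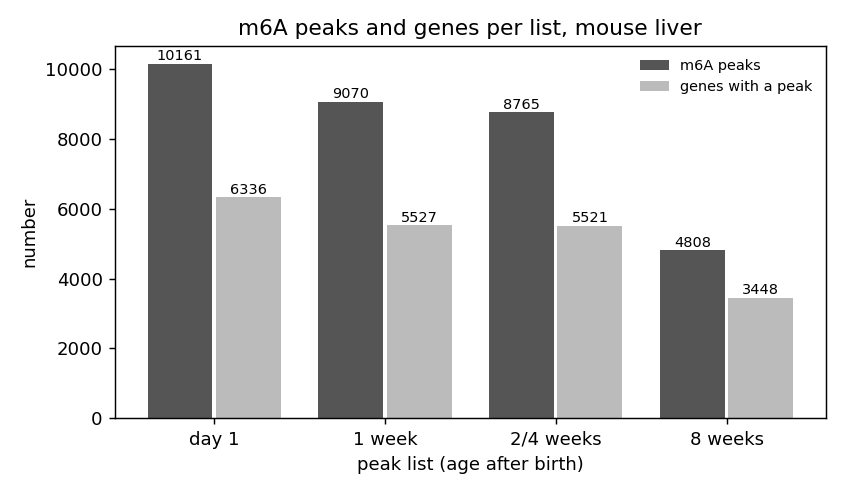
Number of m6A peaks (dark bars) and of genes with a peak (light bars) on the vertical axis, for each of the 4 distinct peak lists on the horizontal axis. Peaks numbered 10161 at day 1 and 4808 at 8 weeks.

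Peaks gathered around the stop codon at every age. By the class given in the tables, 36.1% of day 1 peaks lay in the 3' UTR or at the stop codon (interval 35.1% to 37.0%). The share was 34.3% at 1 week (33.3% to 35.3%), 35.3% in the 2/4-week list (34.3% to 36.3%) and 37.3% at 8 weeks (35.9% to 38.6%). Placed on the longest coding transcript of each gene, 25.6% of day 1 peak middles fell within 200 nt of the stop codon, where evenly spread positions on the same transcripts would give 11.1%. The shares were 24.9% at 1 week, 24.6% in the 2/4-week list and 26.1% at 8 weeks, 2.34, 2.22 and 2.39 times the even spread. The share of peak middles from the stop codon to the transcript end, 42.1% at day 1, was close to the 41.3% of an even spread, so the excess lay next to the stop codon and not along the whole 3' UTR.

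**Figure D2:**
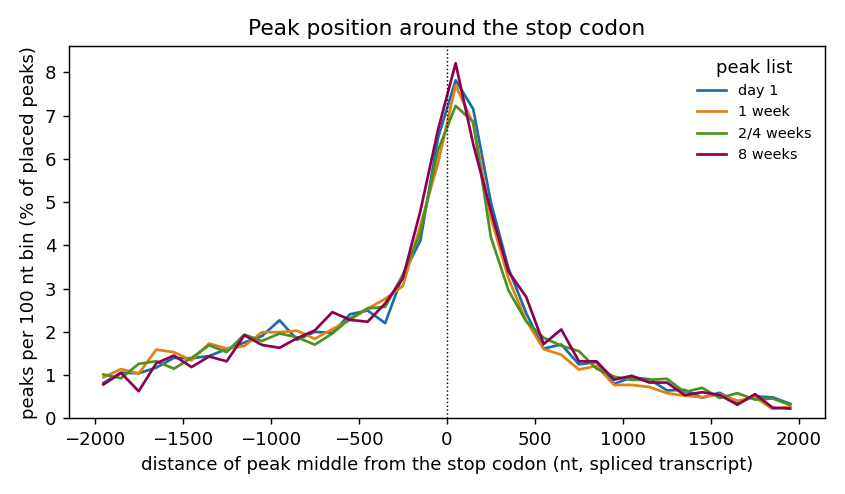
Share of placed peaks (vertical axis, percent per 100 nt bin) by the distance of the peak middle from the stop codon in the spliced transcript (horizontal axis, nt), with 1 line per peak list and a dotted line at the stop codon. All 4 lines were highest in the bin that starts at the stop codon, at 7.82% for day 1 and 8.21% for 8 weeks.

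The m6A consensus GGAC was more frequent in peaks than in windows of the same width elsewhere on the same transcripts. At day 1, 78.0% of 8539 peaks held the motif against 64.6% of the windows. The shares were 75.3% against 60.8% at 1 week, 73.6% against 60.5% in the 2/4-week list and 69.0% against 53.5% at 8 weeks, and the intervals of peaks and windows did not overlap at any age. Peaks were narrower at 8 weeks, with a median width of 181 nt against 270 nt at day 1, and the motif's density in peaks was 6.03 per kb at 8 weeks and 5.72 per kb at day 1. The word CAGG, which has the same bases in another order, was found in 80.7% of day 1 peaks and 78.1% of their windows. Peaks were also richer in G and C than windows, 51.2% against 49.0% at day 1.

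At the level of single peaks, the share overlapped by day 1 was lowest at 8 weeks. Of the 1-week peaks, 72.0% overlapped a day 1 peak by at least 1 base on the same strand, as did 67.6% of the 2/4-week peaks and 57.9% of the 8-week peaks. The 8-week peaks were overlapped about as often by the 1-week list, at 59.9%, and by the 2/4-week list, at 59.6%. Their low share was thus not particular to day 1. When 50% of both peaks had to overlap, the shares overlapped by day 1 were 50.7%, 47.6% and 25%. Peaks were narrower at 8 weeks, and the effect of width on these shares was not tested. In the other direction, 24.4% of day 1 peaks overlapped an 8-week peak. Of the genes with a peak at 8 weeks, 2521 also had one at day 1, where independent lists drawn from the 8641 genes with a peak in any list would share 2528. The 1-week and 2/4-week lists shared 4113 genes, 1.16 times the 3531 of independent lists. That base leaves out genes without any peak and so makes the independent overlap high.

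A peak in all 4 distinct lists was found for 2056 genes, where independent lists of these sizes would share 1033. The fold enrichments that follow are each peak's own value as the authors deposited it, and they are not on a shared scale between lists. The genes named here and below were picked by folds taken across lists, which selects strong peaks and gives no rank. Apc, a negative regulator of Wnt signalling, was among the 10 protein-coding genes picked from those with a peak in all lists, by the lowest of their best folds. Its best peak at day 1 lay in the coding sequence of exon 16, at chromosome 18, 34317727 to 34318625 (mm10), with a fold of 719. The best peak at 8 weeks lay within that span, 34317877 to 34318506, with a fold of 1070. Brwd1, Rest, Ssh2, Dhx57, Dmxl1, Cep85l, Secisbp2l, Dcaf5 and Jun were the others. Rest encodes a repressor of neuronal genes, and Jun encodes a subunit of the AP-1 transcription factor. The best Jun peak spanned chromosome 4, 95049928 to 95050702 at day 1, with a fold of 260. The best 8-week peak, 95049958 to 95050494, had a fold of 790.

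The study's question about liver transcription factors was addressed gene by gene. Of 29 listed factors with a peak in any list, 25 had one at day 1, 24 at 1 week, 24 in the 2/4-week list and 23 at 8 weeks. The 8-week share lay at percentile 98.1 of 10000 random lists matched on peak strength, while the day 1 share lay at percentile 62.2 and the difference between both ages at 9.79. Hnf4a, a nuclear receptor that drives hepatocyte genes, had a peak at 1 week and at 8 weeks and none in the day 1 and 2/4-week lists. The 1-week peak ran over the stop codon into the 3' UTR in exon 10, at chromosome 2, 163570062 to 163570631, with a fold of 54.7. The 8-week peak lay inside that span, 163570182 to 163570541, with a fold of 51.4, beside a weaker peak in the 5' UTR with a fold of 5.96. By m6A-RIP-qPCR, the study reported less m6A on Hnf4a in livers lacking the methyltransferase Mettl3 than in controls, at both ages that share a list. From its m6A-RIP sequencing, the study also described Hnf4a mRNA as highly methylated and showed read density at the gene. Why the day 1 and 2/4-week lists hold no Hnf4a call was not tested. A missing call is not evidence that the mRNA carried no m6A, so the lists do not contradict either result.

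Other factors were called at different places or in some lists only. Ppara, the receptor that switches on fatty acid oxidation, had day 1 peaks in the 3' UTR in exon 8 and none over the stop codon. The day 1 peak with the higher fold, 10.9, spanned chromosome 15, 85801860 to 85802130. The other day 1 peak, 85802430 to 85802819, had a fold of 10.1 and overlapped a 3' UTR peak in each other list. Those peaks had folds of 17.9 at 1 week, 17.2 in the 2/4-week list and 1.9 at 8 weeks. A peak over the Ppara stop codon, 85801021 to 85801561, was called in the 2/4-week list with a fold of 191 and at 8 weeks with a fold of 108. It was not called at 1 week either. Cebpa, a factor of metabolic hepatocyte genes, carried a peak over its stop codon in every list, at chromosome 7, 35120131 to 35120850 at day 1, with a fold of 309. The hepatic regulators Klf15 and Hhex had peaks in the 2/4-week and 8-week lists and not at day 1 or 1 week, and Nr5a2, a nuclear receptor of bile acid synthesis, at 8 weeks alone. Gata6, Nr2f1 and Zhx2 had peaks in every list but the 8-week one. Of the 13 genes the study tested by m6A-RIP-qPCR, 12 had a peak at day 1, 13 at 1 week, 12 in the 2/4-week list and 11 at 8 weeks, at percentile 24.5 for the difference. The study chose the regions it tested by qPCR from its m6A-RIP sequencing, so the count is not independent evidence.

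**Figure D3:**
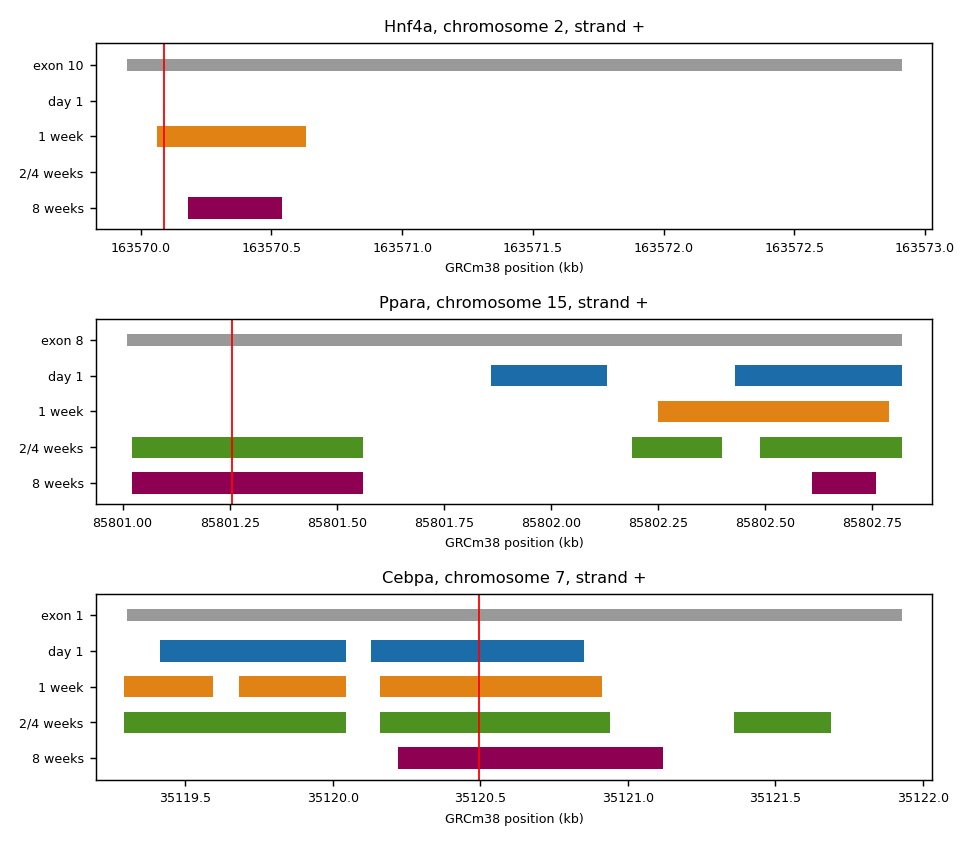
Peaks of Hnf4a, Ppara and Cebpa in the last exon of the longest coding transcript (grey bar), by GRCm38 position in kb on the horizontal axis, with 1 row and colour per peak list and a red line at the stop codon. Hnf4a shows no peak in the day 1 and 2/4-week rows, and the Ppara peak over the stop codon, with folds of 191 and 108, is in the 2/4-week and 8-week rows.

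Genes for blood formation, the cell cycle and fetal growth were called at day 1 far more often than at 8 weeks. In every gene list, only members with a peak in at least 1 peak list were counted, and the others were left out of the total. Of 33 listed erythroid and haematopoietic genes, 22 had a peak in any list. Of these 22, 17 had a peak at day 1, 12 at 1 week, 9 in the 2/4-week list and 1 at 8 weeks. The difference between day 1 and 8 weeks, 72.7 percentage points, lay at percentile 99.99 of matched random lists, whose median was 27.3. Ank1, a red cell membrane protein, Epor, the erythropoietin receptor, and the blood transcription factors Tal1 and Lyl1 had peaks at day 1 and 1 week and in neither later list. The Lyl1 peak at day 1, with a fold of 105, lay in the 3' UTR at chromosome 8, 84704115 to 84704715. Of 56 listed cell cycle genes, 32 had a peak in any list. Of these, 26 had a peak at day 1, 21 at 1 week, 21 in the 2/4-week list and 5 at 8 weeks. The difference between day 1 and 8 weeks lay at percentile 99.9. E2f1, a factor of S-phase genes, Aurka, a mitotic kinase, Kif20a and Cdt1 followed the pattern of Ank1, but most of the list was still called in the 2/4-week list. Of 25 listed fetal liver and growth genes, 15 had a peak in any list. Of these, 11 had a peak at day 1, 9 at 1 week, 11 in the 2/4-week list and 2 at 8 weeks. The difference between day 1 and 8 weeks lay at percentile 99.5. It lay inside the central range with a fold of at least 5, at percentile 96.9, and with random lists not matched on strength, at percentile 93.8. The imprinted genes Plagl1, Zim1 and Grb10 lacked a peak at 8 weeks, while the imprinted noncoding RNA Meg3 of the same list had peaks in every list. With day 1 set against the 2/4-week list, the percentile was 99.8 for the erythroid list but was 76.9 for the cell cycle list and 36.8 for the fetal list. The day 1 shares of the erythroid, cell cycle and fetal lists lay inside the central range, at percentiles 54.5, 73.2 and 34.6. Their 8-week shares lay at or below percentile 0.02, so these genes stood out by few calls at 8 weeks. The erythroid share was also low in the 2/4-week list, at percentile 0.02, and at 1 week, at 1.73.

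Markers of other cell types were counted in the same way. Of 25 listed neutrophil and lymphocyte markers only 7 had a peak in any list, and of these 5 had a peak at day 1 and 0 at 8 weeks, at percentile 93.6, inside the central range of random lists. Of 22 listed endothelial markers 14 had a peak in any list, 13 at day 1 and 9 at 8 weeks, at percentile 56.7, and of 20 listed stellate cell markers 11 did, 8 at day 1 and 7 at 8 weeks, at percentile 12.3.

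Genes of drug metabolism went the other way. Of 53 listed cytochrome P450 and drug metabolism genes, 27 had a peak in any list. Of these 27, 12 had a peak at day 1, 15 at 1 week, 22 in the 2/4-week list and 14 at 8 weeks. The day 1 minus 8-week difference was -7.41 percentage points, at percentile 0.095, where random lists had a median of 33.3. Set against the 2/4-week list in place of 8 weeks, the difference was -37.0 points. Cyp2e1, Cyp3a13 and Ugt2b5, enzymes that oxidise or conjugate drugs, had peaks in the 2/4-week and 8-week lists and in neither earlier list, while the monooxygenase Fmo5 was called in every list. The Cyp2e1 folds were low, 2.51 and 1.66. The Cyp3a13 peaks lay in different places, in the 5' UTR in the 2/4-week list with a fold of 6.73 and in the 3' UTR at 8 weeks with a fold of 32.4. Reads of such families can be shared between near-identical members, so the gene named is uncertain. Of 33 fatty acid and triglyceride genes, 21 had a peak at day 1, 18 at 1 week, 25 in the 2/4-week list and 18 at 8 weeks, at percentile 2.79, just inside the central range. Angptl8 and Elovl2 were early and Lpin2 was called in every list. Of 21 bile acid genes, 15 had a peak at day 1, 11 at 1 week, 19 in the 2/4-week list and 12 at 8 weeks, at percentile 15.98. The 1-week share lay at percentile 0.095 for the fatty acid list and 1.73 for the bile acid list. Against the 2/4-week list in place of 8 weeks, the fatty acid list lay at percentile 2.255 and the bile acid list at 2.465, both below the central range. Cyp8b1, the sterol 12-hydroxylase, Atp8b1 and Klb were called in every list. Cyp7b1 was called in the 2/4-week list in the coding sequence, with a fold of 12.3, and at 8 weeks in the 5' UTR, with a fold of 3.42.

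Chromatin regulators and clock genes were called about as often at 8 weeks as at day 1. Of 48 chromatin regulators, 40 had a peak at day 1 and 37 at 8 weeks, a difference of 6.25 points at percentile 1.41. The percentile was 4.88 with lists of equal length and 6.64 for day 1 set against the 2/4-week list. Ep300, a histone acetyltransferase, and Tet3, which oxidises 5-methylcytosine, were called in every list, while Hdac3 and Kdm3b were called in the 2/4-week and 8-week lists only. Of 16 circadian clock genes, 12 had a peak at day 1 and 12 at 8 weeks, at percentile 2.21, and the percentile was between 2.37 and 8.91 under the alternatives. Zinc finger genes named Zfp, of which 264 had a peak, fell outside the range on the other side, with 231 called at day 1 and 107 at 8 weeks, at percentile 99.8, but at 92.9 with lists of equal length and 99.9 for day 1 against the 2/4-week list. In all, 4 lists lay above and 3 below the central 95% of random lists, where chance alone would put 1.35 of 27 outside.

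**Figure D4:**
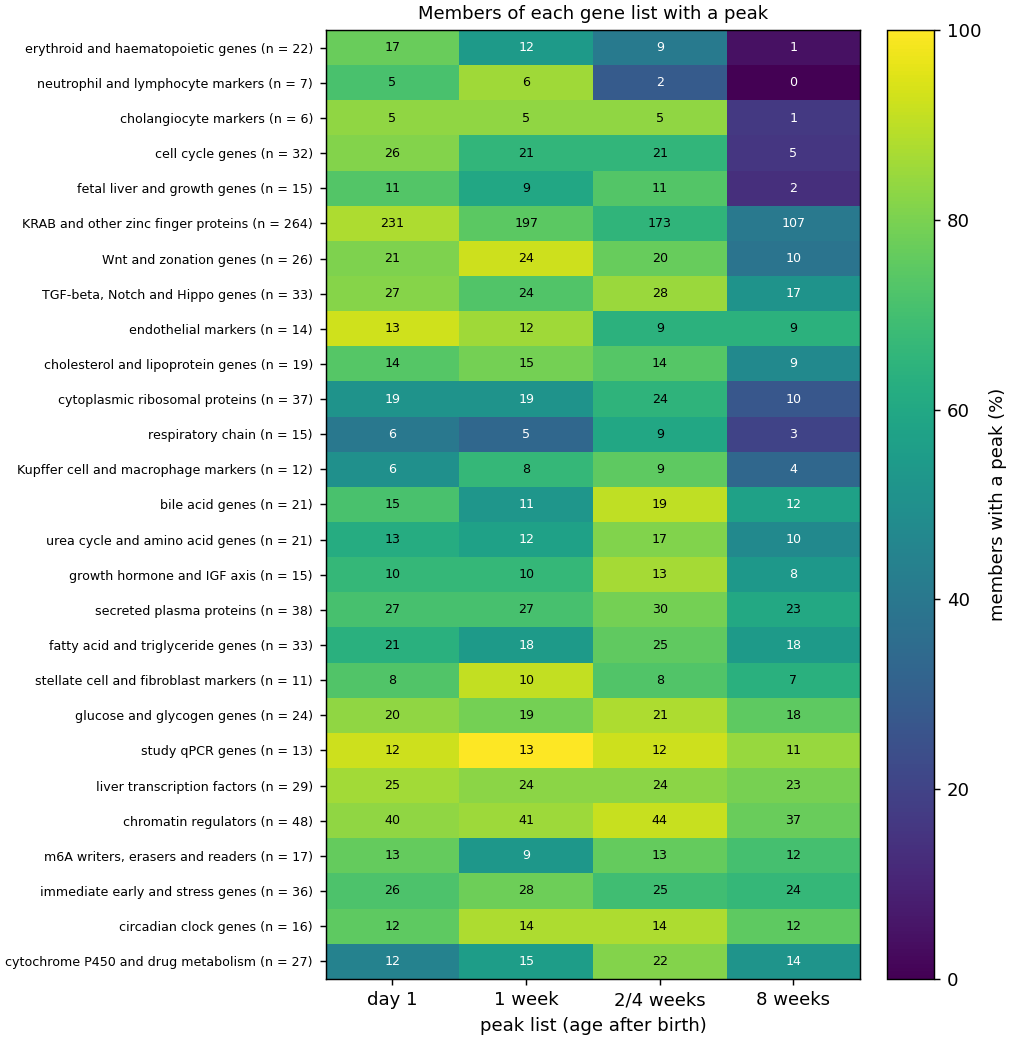
Share of each gene list's members with a peak (colour, percent) and their number (printed in the cell) for each peak list on the horizontal axis, with lists sorted by the day 1 minus 8-week difference and n counting the genes with a peak in any list. The erythroid list falls from 17 to 1 of 22 genes, and the drug metabolism list holds 12 at day 1 and 14 at 8 weeks.

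By the stricter rule that asked for neighbouring ages, 668 genes were early, with peaks at day 1 and 1 week and none in the 2/4-week and 8-week lists. Independent lists would give 879. Among the 10 picked by their highest fold in either list were Cd79b, a part of the B cell receptor, and Ebf1, a transcription factor of B cell development. The Cd79b peak lay in the 3' UTR at chromosome 11, 106311371 to 106311758, with a fold of 221 at day 1. The Ebf1 fold was 18.9 at day 1 and 237 at 1 week. Rab3il1, Kcnn4, Ocstamp, Isg20, Fam214b, Fhdc1, Ercc6l and Prss35 were the others. Late genes, with the reverse pattern, numbered 139, where independent lists would give 212. Ppp1r15b, a regulator of the eIF2alpha phosphatase, had a coding sequence peak at chromosome 1, 133132668 to 133133446, with a fold of 776 in the 2/4-week list, and its fold was 365 at 8 weeks. The Trak2 folds were 683 and 747. Sik3, Pik3r1, Usp4, Larp4, Itgb5, Impad1, 0610040J01Rik and Mup16 were the other late genes picked. Both counts depend on the 2/4-week list, since without it 2275 genes were early and 625 late. A peak in the 2/4-week list alone was found for 662 genes. Scd1, the stearoyl-CoA desaturase, had the highest fold among them, 1790, in its 3' UTR at chromosome 19, 44394481 to 44395615. Slc25a37, Orm1, Aldh1a1, Mup20, Cyp4a12a and Tdo2 were also among the 10 highest. Reads of Mup16, Mup20 and Cyp4a12a can come from near-identical relatives.

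Transcripts of the m6A machinery carried peaks themselves. Of 17 listed writers, erasers and readers with a peak in any list, 13 had one at day 1, 9 at 1 week, 13 in the 2/4-week list and 12 at 8 weeks, at percentile 8.01 for the difference. Rbm15, Rbm15b, Virma and Zc3h13, members of the methyltransferase complex, and the readers Ythdf1 and Ythdc1 were called in every list. Fto, a demethylase, had a coding sequence peak in exon 3 at day 1, with a fold of 201, and was also called at 1 week and in the 2/4-week list but not at 8 weeks. Ythdf2 was called in the 2/4-week and 8-week lists and Ythdf3 at 8 weeks alone.

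The median fold enrichment was 18.9 at day 1, 20.4 at 1 week, 17.6 in the 2/4-week list and 18.3 at 8 weeks. Over peaks that overlapped a peak of every other list, the medians were 60.9, 57.8, 48.0 and 24.7. Most folds between 5 and 10 were whole multiples, within 0.01, of a step that differed by list, 0.701 at day 1, 0.727 at 1 week, 0.586 in the 2/4-week list and 1.41 at 8 weeks, so values of different lists were not on a shared scale.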

Values the study reported

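The study reported 15139 m6A peaks at day 1, 12483 at 1 week, 12615 at 2 weeks, 10561 at 4 weeks and 6806 at 8 weeks. These corresponded to 6330, 5522, 5515, 4856 and 3445 genes in the same order.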

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

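The FDR limit of 0.05, the results without the 8-week or the 2/4-week list and the narrower ribosomal list were chosen after seeing the data. Of the values of main results under an alternative, 89 stayed within the set margin and 42 did not. The cause was not tested except where the construction of the alternative gives it. No paired analysis was possible because each age had 1 list. Depth limits every count, since weak peaks are missed in a shallow library and read totals are not known.

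A fold limit raises the median fold by construction. The FDR limits and equal length select by FDR, and the cause of the rise under them was not tested. The median was 26.6, 29.1, 26.85 and 27.5 at day 1, 1 week, 2/4 weeks and 8 weeks with a log10 FDR of at most -3, and 21.7, 21.8, 19.3 and 21.2 with a fold of at least 5. With an FDR of at most 0.05 it was 18.7 in the 2/4-week list and 24.0 at 8 weeks. In lists of equal length it was 49.7, 47.3 and 38.75 at day 1, 1 week and 2/4 weeks, and the genes with a peak numbered 3621, 3374 and 3429. The share of peaks in the 3' UTR or at the stop codon was 34.6% at day 1 and 32.7% in the 2/4-week list with equal length, and 38.3%, 36.1%, 37.3% and 39.1% in the 4 lists with protein-coding genes only.

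The share of peaks overlapped by day 1 was 73.7% at 1 week, 70.0% in the 2/4-week list and 59.6% at 8 weeks with a log10 FDR of at most -3. With a fold of at least 5 it was 70.5% at 1 week and 66.3% in the 2/4-week list. With equal length it was 65.7% in the 2/4-week list and 47.3% at 8 weeks, and with an FDR of at most 0.05 it was 68.6% and 61.2%. With a 50% reciprocal overlap it was 50.7%, 47.6% and 25%.

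Early genes numbered 305 with equal length, 3815 when only day 1 and the lack of a call at 8 weeks were asked for, and 2275 without the 2/4-week list. Late genes numbered 927 when only 8 weeks and the lack of a call at day 1 were asked for, and 625 without the 2/4-week list. For day 1 against the 2/4-week list, 2 gene lists lay above and 6 below the central range. For day 1 against 8 weeks, 6 lay below with unmatched random lists. The 6 below for day 1 against the 2/4-week list were drug metabolism, bile acid, fatty acid, urea cycle, ribosomal and Kupffer cell genes. In that comparison the fetal liver and growth list lay on the other side of the random median, at percentile 36.75. For the lists that stood outside, 36 of the alternative percentiles stayed outside, 12 moved inside on the same side of the median, of which the fetal list gave 93.8 with unmatched random lists and 96.9 with a fold of at least 5, and 1, the fetal one, changed side. Of the 10 named early genes, 7 remained early with equal length, without Ebf1, Fam214b and Ercc6l, and the 10 named late genes remained late under every peak filter.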

Other observations

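The tests of the step between low folds, of the erythroid and cell cycle lists, of equal length, of cell types and of differences between the repeated tables, and the comparisons of day 1 peaks by strength between the 2/4-week and 8-week lists, were chosen after the results were seen.

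Metabolic and stress lists not described above lay inside the central range of random lists for day 1 minus 8 weeks. Totals count the members with a peak in any list. Of 36 immediate early and stress genes, 26 had a peak at day 1 and 24 at 8 weeks, at percentile 2.77 of the random lists. Junb, Egr1 and Klf9, chosen after their values were seen, were called in every list, while Myc, Klf4, Ier3 and Gadd45b were early. The glucose and glycogen genes had 20 of 24 and 18, at percentile 9.26, with Irs2, Ppp1r3b and Ppp1r3c in every list. Secreted plasma proteins had 27 of 38 and 23, at percentile 16.9, with Apoa5, F7 and C8a in every list and C4b early. Cholesterol genes had 14 of 19 and 9, at percentile 45.9. Urea cycle and amino acid genes had 13 of 21 and 10, at percentile 12.6, with Fah in the 2/4-week and 8-week lists and Glul, Oat and Tat in every list. The growth hormone axis had 10 of 15 and 8, at percentile 23.2, with Igfals, Igf1r, Jak2 and Prlr in every list.

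Signalling, housekeeping and other cell type lists were also inside it, except the narrower ribosomal list. Wnt and zonation genes had 21 of 26 at day 1 and 10 at 8 weeks, at percentile 83.1, with Nkd1 and Tcf7 early and Apc and Bcl9l in every list. The TGF-beta, Notch and Hippo list had 27 of 33 and 17, at percentile 46.9. Ribosomal proteins had 19 of 37 and 10, at percentile 19.2, but 8 of 20 and 8, at percentile 1.39, once kinases, pseudogenes and other symbols were left out. Respiratory chain genes had 6 of 15 and 3, at percentile 15.1. Kupffer cell markers had 6 of 12 and 4, at percentile 16.2, and cholangiocyte markers, of which 6 of the 15 listed had a peak in any list, 5 and 1, at percentile 90.2, with Sox9 early and Onecut1 in every list.

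The tables for 2 and 4 weeks held the same peaks, and 0 peaks differed outside the gene name. Other pairs of lists shared at most 0.0114% of their peaks in position and fold, which argues against separate libraries that gave alike calls. A table deposited under both ages is the candidate explanation that remains, and no biological explanation was tested. The distinct gene names as written in the files numbered 6330 at day 1, 5522 at 1 week, 5515 in the repeated table and 3445 at 8 weeks. These equal the gene numbers quoted from the study above, with the repeated table equal to that for 2 weeks and not that for 4 weeks. This argues that the repeated table describes 2 weeks.

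Weaker detection was weighed as a candidate explanation of the fall in peaks to 8 weeks. Among day 1 peaks that overlapped peaks of both the 1-week and 2/4-week lists, 73.9% of the strongest of 4 equal groups (interval 71.2% to 76.4%) and 22.0% of the weakest were also called at 8 weeks, a gap of 51.9 percentage points (interval 48.2 to 55.3). This gap decides nothing, since among day 1 peaks that overlapped a 1-week peak the gap was 47.5 points for the 2/4-week list (44.6 to 50.2) and 53.7 for the 8-week list (50.7 to 56.6). The step between low folds at 8 weeks was at least 1.94 times that of each other list, in line with fewer IP reads relative to input. Weaker detection as the whole cause is argued against, under the bound of 80% set in advance, by the strongest group, although that bound was a choice and expression was not analysed. Of the strongest of 4 groups of day 1 peaks that overlapped a 1-week peak, 94.3% were found in the 2/4-week list and 67.4% at 8 weeks, and weaker detection in part and age itself stay open.

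The loss of erythroid and cell cycle genes could come from detection, list length, cell composition or age. List length is argued against by lists of equal length, where the lower of both percentiles was 99.935. With day 1 set against the 2/4-week list, the erythroid list stood at percentile 99.8, among random lists that still drew on the 8-week peaks. This argues against weaker detection at 8 weeks as the whole cause of its pattern. That value covers only the fall from 17 genes at day 1 to 9 in the 2/4-week list. For the further fall to 1 gene at 8 weeks, weaker detection stays open. It also stays open for the cell cycle list, at percentile 76.9 for day 1 against the 2/4-week list. A larger hepatocyte share that lowers all other cell types alike cannot be told apart for the erythroid list. The erythroid fall exceeded the larger of the endothelial and stellate falls by 44.2 points, with an interval of 9.74 to 69.5. An equal fall lies outside that interval. Its lower end is, however, below the bound of 20 points, a choice made after the results were seen. Some smaller marker lists fell about as far as the erythroid list, whose share was lower by 72.7 points, at percentile 99.99. The shares of the 7 neutrophil and lymphocyte markers and of the 6 cholangiocyte markers were lower by 71.4 and 66.7 points. These falls lay at percentiles 93.6 and 90.2, inside the central range, so they weigh little. Of the 22 erythroid genes 1 was also in another list, as were 2 of the 6 cholangiocyte markers and none of the endothelial or stellate markers. The study described, from histology, a rapid disappearance of haematopoietic cells after birth. Whether that loss accounts for the erythroid pattern was not tested, since the lists hold no RNA levels of these genes.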
